# Proliferation does not contribute to murine models of renin cell recruitment

**DOI:** 10.1111/apha.13532

**Published:** 2020-07-18

**Authors:** Omar Guessoum, Momna Zainab, Maria Luisa S. Sequeira‐Lopez, R. Ariel Gomez

**Keywords:** cell cycle, homeostatic threat, JG Cells, transcriptome

## Abstract

**Aim:**

Renin cells are essential for regulation of blood pressure and fluid‐electrolyte homeostasis. During homeostatic threat, the number of renin cells in the kidney increases, a process termed as recruitment. It has been proposed that recruitment occurs by proliferation, yet no systematic studies have been performed. We sought to determine the extent to which proliferation contributes to the recruitment process.

**Methods:**

Mice were subjected to recruitment before analysing the renin cells’ cell cycle. For acute threats, we subjected SV129 and C57Bl6 mice to a low sodium diet plus captopril. Tissue sections from treated mice were co‐stained for proliferation markers (Ki67, PCNA, pH3 and BrdU) and renin. Chronic recruitment was studied in deletion models of aldosterone synthase and angiotensinogen through co‐immunostaining and counting mitotic figures in periodic acid‐Schiff‐stained sections. Finally, RNA‐seq of renin cells isolated from recruited mice was performed to study mitotic signature.

**Results:**

Mice subjected to low salt and captopril displayed increases in renin cell number (312 ± 40 in controls to 692 ± 85 in recruited animals, *P*<.0001), 10‐fold increases in renin mRNA and fourfold increases in circulating renin. Co‐staining these kidney sections for proliferation markers revealed negligible proliferation of renin cells (<2%), indistinguishable from control animals. Similarly, chronic models of recruitment—aldosterone synthase KO and angiotensinogen KO—had negligible proliferation. Additionally, the transcriptome of recruited renin cells revealed overall downregulation of mitotic pathways when compared to proliferative cell lines.

**Conclusion:**

Acute and chronic physiological threats to homeostasis produced a distinct increase in renin‐synthesizing cells, but we found no evidence to suggest the involvement of proliferation.

## 1 INTRODUCTION

Regulation of blood pressure and fluid‐electrolyte homeostasis is key to the survival of animals with a closed circulatory system.^1^ The Renin‐Angiotensin‐System (RAS) is responsible for such regulation and the tightly regulated production and secretion of renin from juxtaglomerular cells (JG) of the kidney constitute the system's rate‐limiting step. Renin catalyses the formation of angiotensin I from angiotensinogen in a cascade leading to angiotensin II generation which elicits vasoconstriction and sodium reabsorption ultimately resulting in increased blood pressure. A fascinating phenomenon involving JG cells is that, under conditions in which homeostasis is threatened and blood pressure falls, the number of renin cells in the kidney increases.^2^, ^3^ This process has been termed ‘recruitment’ to indicate that cells distant from the glomerulus, along the afferent arterioles, and sometimes in the glomerular mesangium and peritubular interstitium express renin.^4^ However, the extent to which hyperplasia of renin cells contributes to the increase in renin cell number as opposed to transformation of existing cells to the renin phenotype is not fully understood.

The initial description of the increased number of renin cells along the arterioles in response to decreased perfusion and hypotension found no evidence of DNA synthesis as assessed by tritiated thymidine uptake.^5^ This led to the conclusion that the increased number of renin‐synthesizing cells was caused by ‘metaplasia’ of existing vascular cells rather than cell proliferation. This finding is supported by our previous work indicating that cells descended from a renin‐expressing progenitor are capable of re‐expressing renin.^4^ In addition, it has been reported that recruitment involves cells exhibiting de novo renin expression as determined by dual colour lineage tracing in a process termed neogenesis.^6^ However, and in contrast to these findings, other groups proposed that proliferation of JG cells plays a key role during recruitment and use the term hyperplasia to describe the process^7^, ^8^, ^9^, ^10^ (Figure 1). Despite these conflicting findings, a systematic assessment of renin cell proliferation with various proliferation markers and transcriptomic analysis has, to date, not been conducted to conclusively resolve this question.

**FIGURE 1:**
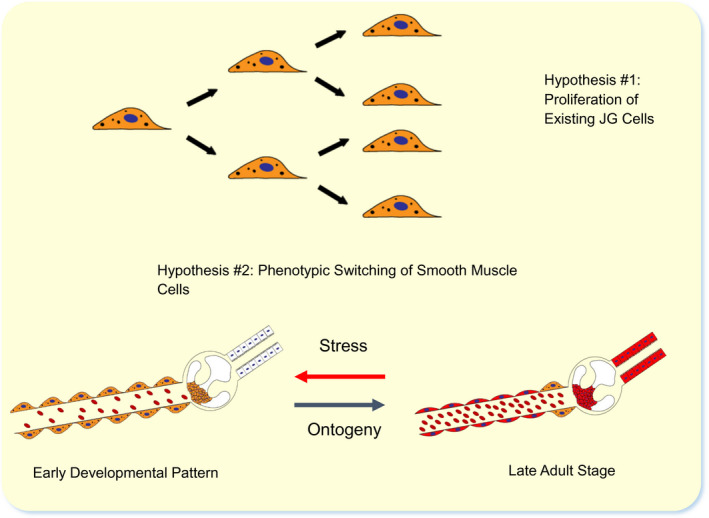
Proliferation vs plasticity. Hypotheses put forward to explain the increase in renin cell number seen during stress. One possibility is proliferation and migration of existing renin cells to bring about an overall increase in renin cell number. An alternative hypothesis is phenotypic switching of neighbouring cells in the kidney. A systematic evaluation of proliferation in the recruited kidney has not been performed to date

The prevailing hypothesis in the study of renin recruitment involves phenotypic switching/transdifferentiation of existing vascular cells into renin‐expressing cells (Figure 1). In this study, we use several models in which blood pressure and fluid homeostasis are threatened to stimulate the increase in renin cell number to test the hypothesis that proliferation plays a role in the recruitment process (Figures 1 and 2). We performed co‐immunostaining for renin and various proliferation markers to determine the number of renin cells undergoing cell division during basal physiological conditions and under homeostatic threats. Additionally, we utilized Fluorescence‐Activated Cell Sorting (FACS) to purify recruited renin cells. These cells were subjected to RNA‐seq to examine their transcriptome and compare them with proliferative cell lines to determine if they had a mitotic signature. Taken together, these assays allowed us to measure the contribution of proliferation to renin cell recruitment.

**FIGURE 2:**
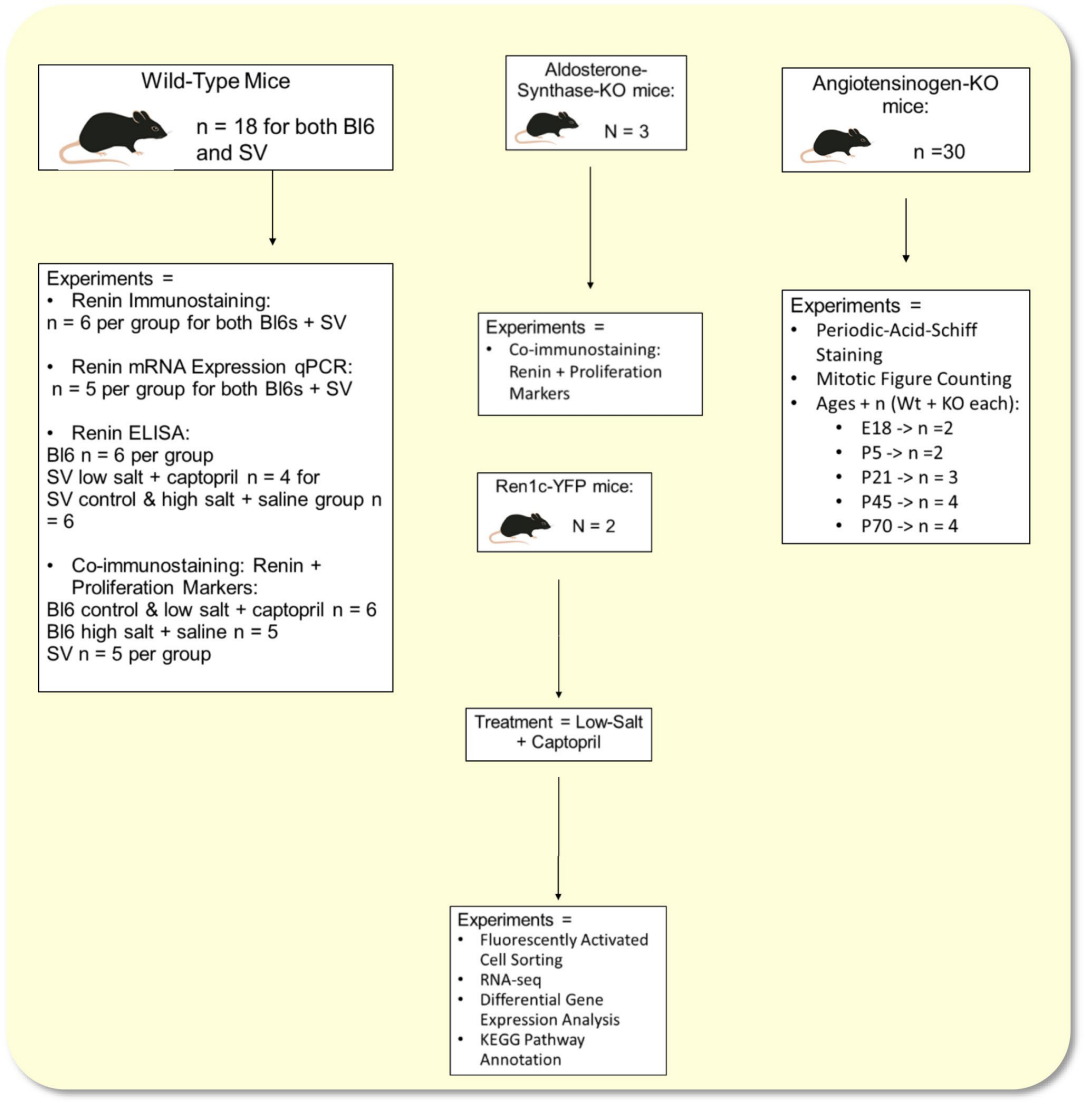
CONSORT diagram of mouse subjects. Consort diagram illustrating the genotype and number of mice utilized for each experiment throughout this paper

## 2 RESULTS

To determine the extent to which proliferation occurs during acute homeostatic threats, we treated mice with a diet low in sodium and captopril in their drinking water for a week to stimulate the recruitment of renin‐expressing cells. We performed these experiments on both the C57Bl6 and SV129 strains, two strains historically used for studying renin cells.^11^, ^12^ Furthermore, we also treated mice with a diet high in salt and saline in the drinking water. Staining for renin protein confirmed the effects of the treatments as there was an increase in vascular, renin‐expressing cells in the low salt + captopril condition, whereas there was a clear reduction in renin‐expressing cells in the high salt condition (Figure 3A). Expansion of renin cell number largely occurred in afferent arterioles (aa), whereas in the control group, renin cells remained localized to the juxtaglomerular area. Conversely, a diet high in sodium results in diminished renin expression and fewer renin‐expressing cells. This was also confirmed by the juxtaglomerular index (JGI) for each of these conditions (JG Index: controls = 52.7%, low salt = 78% and high salt = 44%, *P* < .01) (Figure 3B). Furthermore, qPCR for renin mRNA on kidney cortices from each of these conditions paralleled the staining results as there was an increase of 10‐fold in renin mRNA in the low salt plus captopril group (*P* < .0001) and a tendency towards reduction with a threefold decrease in the high salt diet group (*P* = .059) (Figure 3C). Finally, to confirm that increased expression of renin constituted a functional, physiological response, we measured circulating renin levels by ELISA and found a highly significant increase in circulating renin in mice subjected to the low salt diet plus captopril (*P* < .001) which confirmed the above findings (Figure 3D). Circulating renin measurements for mice treated with high salt and saline revealed a significant increase in the SV129 strain but not for Bl6 animals although the trend tended towards reduction in renin levels (from 63641 to 41943 pg/mL, *P* = .36). Finally, we collected urine from the treated mice and quantified the sodium content which was reduced from ~250 to 20 mmol/L in mice subjected to low sodium + captopril and significantly elevated to up to 400 mmol/L in the high salt + saline treatment (Figure S1, *P* < .01). These results are indicative of the efficacy of the treatments as mice treated with low salt and captopril attempt to retain sodium to expand extracellular fluid volume and raise blood pressure while mice exposed to high salt attempt to excrete it to lower blood pressure. Taken together, these results indicate that homeostasis was perturbed, resulting in recruitment of renin cells in mice treated with low salt and captopril and repression of renin in mice treated with high salt and saline.

**FIGURE 3:**
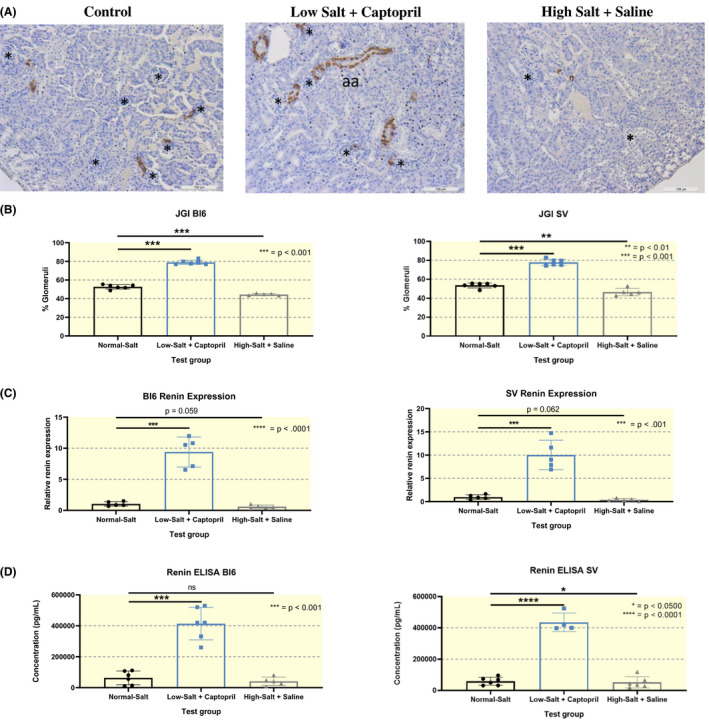
Changes in renin expression constitute a physiological response against homeostatic threats. A, Kidney sections of mice stained for renin protein, marker of renin cells, show a notable increase in renin cell number in the captopril‐treated group. aa, afferent arteriole. *Glomeruli. B, Juxtaglomerular Index (JGI) quantification for each condition is consistent with staining results. JGI, number of JGAs positive for renin staining/total number of glomeruli × 100. C, Relative renin expression normalized to GAPDH using kidney cortices from study animals. D, Changes in renin mRNA expression are reflected in circulating/active renin protein levels in the circulation to respond to loss of homeostasis. n ≥ 4 and all points on graphs represent individual mouse test subjects

Having demonstrated that the mice responded to the treatments appropriately, we proceeded to perform co‐immunofluorescence for renin and Ki67 to identify dividing renin cells in each condition (Figure 4). All proliferation events in the kidney were counted and assigned to one of several groups: tubulointerstitial (Figure 4Ai), JG cells positive for renin expression (Figure 4Aii), JG cells negative for renin expression (Figure 4Aiii) and glomerular cells (Figure 4Aiv). Figure 4B illustrates the results of counting all the events from two non‐consecutive kidney sections for each treatment and reveals that >90% of the proliferation occurs in the tubular compartment while other cell types (including renin‐expressing cells) rarely undergo cell division. Because the different conditions result in vastly different numbers of renin‐expressing cells, we sought to normalize the number of proliferating renin‐positive cells. This was accomplished by dividing the proliferating renin cell number by the total number of renin cells for mice in each treatment. Control mice with more than 300 renin cells were found to have six dividing renin cells on average while recruited mice had fewer than 10 dividing renin cells out of 692 (Figure 4C and D). Therefore, the proportion of dividing renin cells under basal conditions was low (<2%) and was not significantly increased, that is remained unchanged during recruitment (*P* = .44). Considering that recruitment generates an increase from 312 to 692 renin cells between the control and low salt + captopril condition, this degree of proliferation cannot account for the increased number of renin cells observed. In addition, we performed co‐staining for renin and other proliferation markers, such as pH3 and PCNA, and observed identical results, further emphasizing the lack of proliferation during stress (Figure S2). Therefore, these findings suggest that proliferation plays a negligible role in the increase in renin cell number observed after a whole week of a sustained homeostatic threat.

**FIGURE 4:**
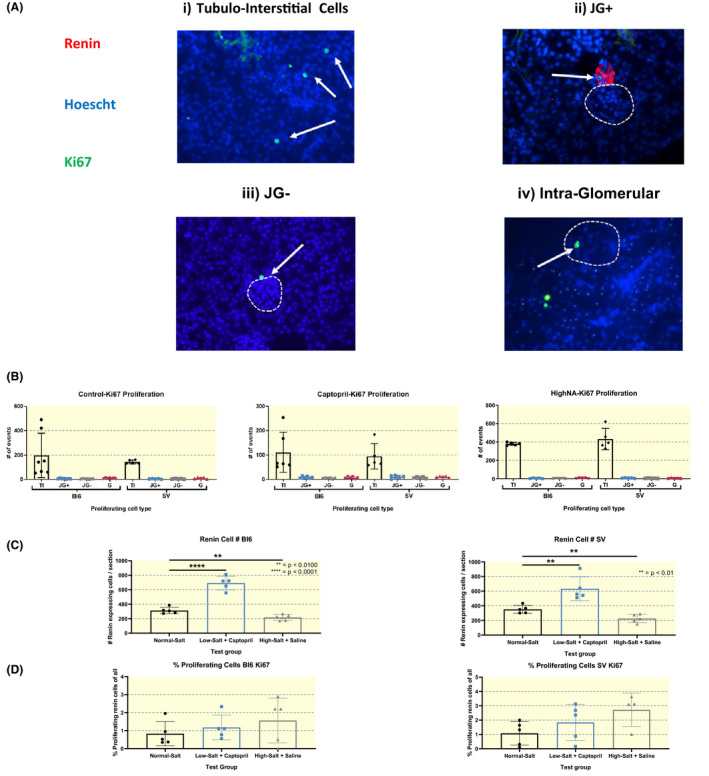
Quantification of proliferating renin cells reveals proliferation is infrequent and not significantly increased during acute homeostatic threats. A, Kidney sections of test groups co‐stained for renin protein and Ki67. Proliferating cells were identified in: (i) Tubular cells, (ii) JG cells positive for renin, (iii) JG cells negative for renin and (iv) Intra‐glomerular cells. Dotted lines indicate glomeruli. B, Quantification of all proliferating events in kidney sections organized by cell type across control, recruited and high salt + saline conditions. C, Quantification of total number of renin cells per section in each condition. D, Normalization of proliferating Ki67 + renin‐positive cells obtained by dividing the number of dually positive (Ki67+, renin+) cells by the total number of renin + cells per section × 100. n ≥ 5 and all points on graphs represent individual mouse test subjects

To identify renin cells undergoing DNA synthesis and actively entering S‐phase, we injected BrdU into the control and recruitment groups and performed double immunostaining for renin and the BrdU analog. Figure 5A and B depict examples of proliferating renin cells identified in the mesangium and JGA respectively. All such events were counted and divided by the total number of renin cells per section and the results are reported in Figure 5C. Although the presence of BrdU + renin cells was detected in the recruited samples, which was notably absent in the controls, the prevalence of such events was exceedingly rare and constituted less than 0.2% of all renin cells. Therefore, the DNA synthesis assay strongly suggests that proliferation does not contribute significantly to the increase in renin cell number during acute recruitment.

**FIGURE 5:**
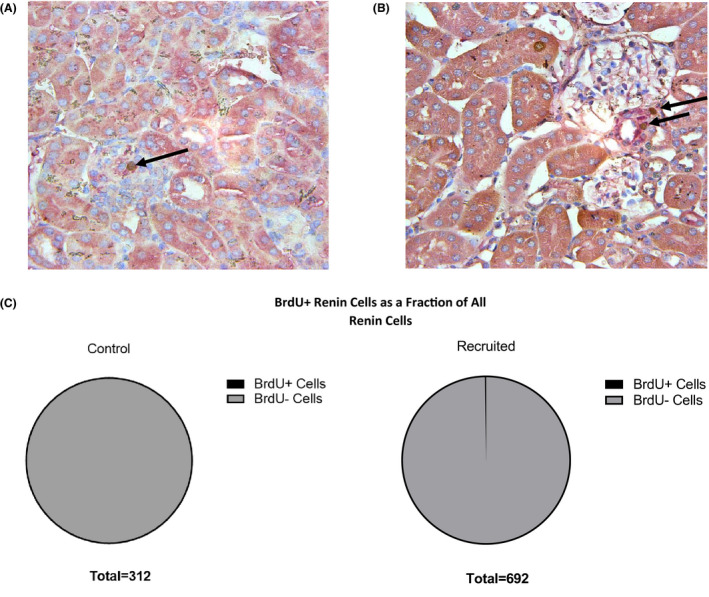
Co‐staining Renin and BrdU Reveals Negligible Proliferation of Renin Cells During Recruitment: (A) A proliferating recruited mesangial cell expressing renin. B, Proliferating renin cells in the juxtaglomerular area. C, Quantification of all renin‐expressing cells displayed in a pie chart with BrdU ± cells illustrated. n = 3 representing mouse subjects

Having established that renin cells do not proliferate to restore homeostasis in response to a sustained physiological threat of an entire week, we sought to determine whether proliferation plays a role in more prolonged/chronic models of renin recruitment. Specifically, we measured proliferation in mice homozygous for aldosterone synthase deletion and mice homozygous for angiotensinogen deletion.^13^, ^14^, ^15^ Each of these models exhibits increased renin expression and heightened renin cell number as a result of chronic homeostatic imbalance (Figure 6A). We performed co‐immunostaining for the proliferation markers described above and renin to quantify proliferating renin cells in aldosterone synthase KO tissues (Figure 6Bi), and found comparable results with very low/negligible levels of proliferation (less than 1%) in this model (Figure 6Bii). In addition, we performed PAS staining in angiotensinogen KO tissues across different ages throughout development to visualize nuclei undergoing mitosis (Figure 6Ci). These were quantified and normalized to glomerular number before comparison to wild‐type Bl6 controls which revealed no significant increases in proliferation. Therefore, in models of subacute and chronic homeostatic threats accompanied by massive increases in the number of renin cells, we found no evidence of increased proliferation. We must conclude, therefore, that renin cells do not undergo proliferation to restore homeostasis.

**FIGURE 6:**
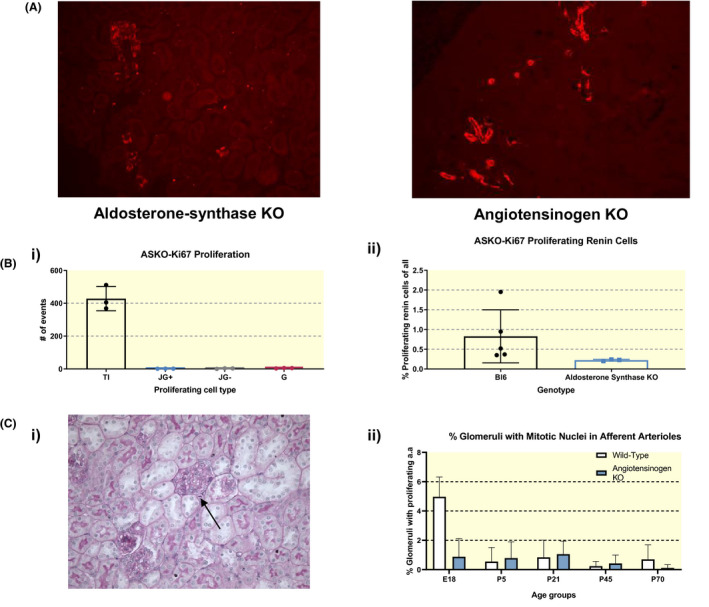
Proliferation of renin cells under chronic conditions: (A) Immunofluorescence for renin protein in two conditions of chronic stress: aldosterone synthase KO and angiotensinogen KO. B, (i) Quantification of all proliferating events in aldosterone synthase KO tissues co‐stained for renin and Ki67 as in Figure 3. (ii) Normalization of proliferating renin cells by total renin cells by: # of JG + cells/Renin Cell # per section × 100. C, (i) PAS staining in angiotensinogen KO tissues to identify mitotic figures in vessels as shown by the arrow. (ii) Quantification of mitotic figures across several post‐natal ages and compared to wild‐type Bl6 controls. n ≥ 2 and points on graphs represent individual mouse test subjects

Finally, we analysed the transcriptome of recruited renin cells to determine whether they expressed genes associated with progression through the cell cycle. 

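In all, 4 libraries were analysed, all from recruited renin cells: 2 mice with 2 technical replicates each. The mice carried a transgene in which the renin promoter drives a yellow fluorescent protein. At about 2 months of age they received captopril, an inhibitor of angiotensin converting enzyme, at 0.5 g/L with a diet of 0.1% sodium for 7 days. Fluorescent kidney cells were sorted, a small pool of them was amplified to cDNA with the SMARTer chemistry, and libraries were made with Nextera XT. The authors trimmed the reads with Trimmomatic 0.36, quantified transcripts with Salmon 0.7.2 and summed them to genes with Tximport 1.2.0. The deposited values used here are TPM (transcript abundance scaled to the same total in every library) and estimated counts for 32647 gene symbols. Estimated counts totalled 19871382 and 28774550 in the technical replicates of mouse 1, and 40788108 and 47471036 in those of mouse 2. At 1 TPM or more, 8709, 7198, 7070 and 6405 genes were present in these libraries in the same order, and 3179 genes were present in every library. The technical replicates of mouse 1 were closer to each other than libraries of different mice were, and those of mouse 2 were not. Across genes, which are not independent replicates, Pearson's r of log2(TPM + 1) was 0.767 and 0.720 within mice 1 and 2 and ranged from 0.716 to 0.735 between mice. Of genes at 10 TPM or more in either technical replicate, 21.0% in mouse 1 and 30.3% in mouse 2 lay under 0.5 TPM in the other, against 22.9% to 29.7% for pairs of libraries from different mice. The authors' deposited mean is that of 3 libraries, without technical replicate 1 of mouse 1, and the paper gives no reason for leaving it out. Levels are given as the mean of the 2 mice, each the mean of its technical replicates, with the SD over mice (n = 2). The deposited mean stands before it for Ren1, Akr1b7, Mki67, Pcna and Btg2, and beside it for other genes where these means are more than 1.5 times apart. The SD leaves out the spread between technical replicates, so it can be small where a mouse's libraries lie far apart. With 1 condition there is no test between groups, and untreated renin cells, HeLa, MCF-7 and As4.1 cells are not analysed here. For each gene list, the percentile is that of its median among 10000 random lists of the same size, drawn from genes above 0 TPM in at least 1 library. List members at 0 TPM in every library are left out of the percentile, as they are of the random lists, while other medians are over all members. It describes these libraries and is no test. A list's median in a mouse is taken after each gene was averaged over the technical replicates, so it can lie above the medians of both of that mouse's libraries, which are given beside it.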

We challenged C57Bl6 mice bearing a *Ren1C‐YFP* transgene which labels all renin‐expressing cells with YFP using the conditions described above to stimulate recruitment^16^ (Figure 7A). 

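Renin was the most abundant transcript of a protein-coding gene outside the mitochondrial genome. Ren1 lies on chromosome 1 of GRCm38 from 133350510 to 133360325. Its level was 22170 TPM in the authors' deposited mean and 24037 ± 7239 TPM (SD, n = 2 mice), and 29637 TPM in the library outside the deposited mean. Akr1b7, an aldo-keto reductase made by renin cells (chromosome 6, 34412334 to 34423142), was at 1363 TPM in the deposited mean, 1474 ± 466 TPM (SD, n = 2) over the mice and 1806 TPM in the library outside it. Crip1, a LIM domain protein, was at 10844 ± 7877 TPM (SD, n = 2). Of 34 genes of the renin cell list, 16 were at 1 TPM or more in every library. Of 51 genes of smooth muscle contraction, 30 were, among them the contractile genes Myl6 at 8378 ± 4184 TPM, Tpm2 at 2816 ± 1971 TPM and Myl9 at 1548 ± 51.0 TPM (SD, n = 2). Genes of other kidney cells were also present. The median of 22 proximal tubule genes was 20.9 TPM in mouse 1 and 52.9 TPM in mouse 2. By library it was 26.4 and 21.5 TPM in mouse 1 and 24.0 and 90.9 TPM in mouse 2, so that mouse 2 lay apart from mouse 1 in technical replicate 2 alone. Kap, an androgen-regulated protein of the proximal tubule, led the list at 37.7 TPM in mouse 1 and at 1236 and 11140 TPM in the technical replicates of mouse 2. The median of 19 genes of the loop of Henle, distal tubule and collecting duct was 0.434 TPM in mouse 1 (0.739 and 0.140 TPM in its libraries) and 26.8 TPM in mouse 2 (7.08 and 14.6 TPM), and Umod, the most abundant of them, was at 93.8 and 729 TPM. Medians were 1.53 and 0.157 TPM for 14 endothelial genes, 0.912 and 2.63 TPM for 9 podocyte genes, 1.62 and 0.0392 TPM for 9 fibroblast genes, 15.2 and 5.45 TPM for 11 mesangial and pericyte genes, and 0.0162 and 0.0131 TPM for 14 leukocyte genes, in mice 1 and 2. Over single libraries they ranged from 0.0683 to 0.523, 0.147 to 4.83, 0.0282 to 0.922, 2.51 to 17.1 and 0 to 0.0228 TPM, in the same order. Of the leukocyte genes, Cd74, the invariant chain of class II antigen presentation, was at 180 and 193 TPM and the class II gene H2-Aa at 50.9 and 282 TPM in mice 1 and 2. In mouse 1 both came mostly from technical replicate 2: Cd74 was at 10.2 and 351 TPM and H2-Aa at 0.985 and 101 TPM in its libraries. In those of mouse 2 they were at 130 and 255 TPM and at 138 and 427 TPM. Globin genes took 0.00459%, 0.508%, 0.591% and 1.08% of all TPM in the 4 libraries.

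**Figure D1:**
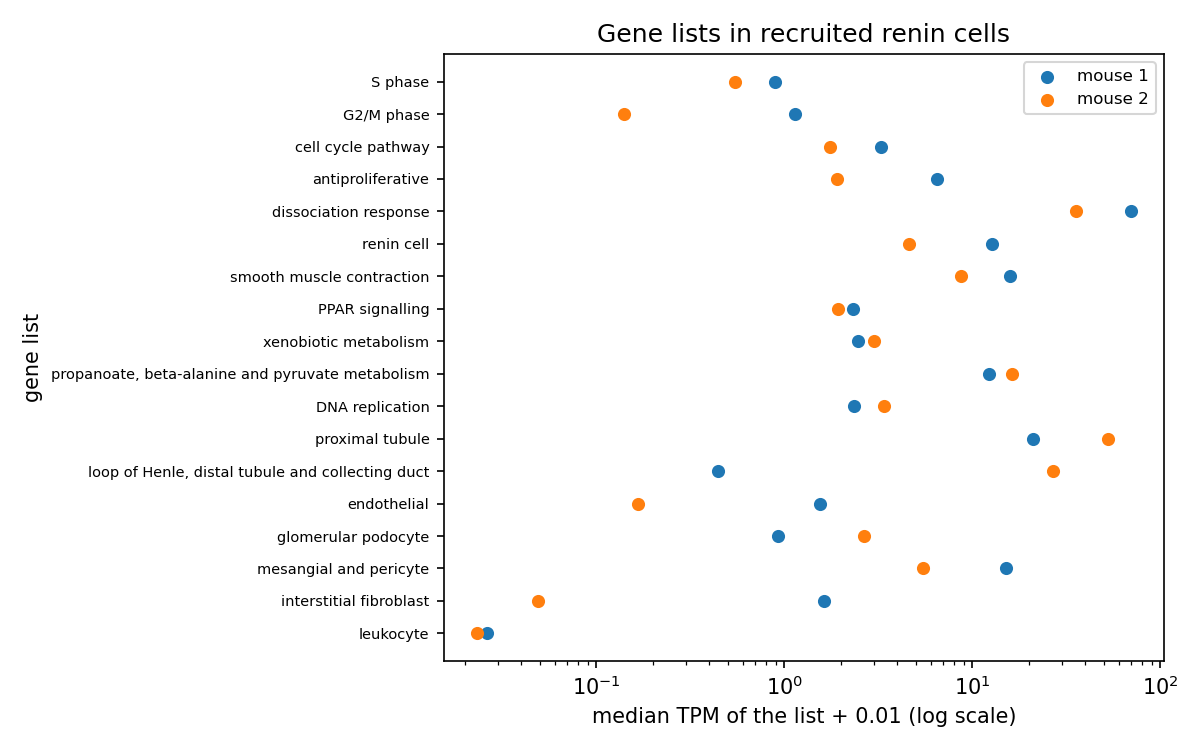
Median TPM over all members of each gene list plus 0.01, on a log axis, with a point for each of the 2 mice. The erythrocyte list, with medians of 248 and 1295 TPM in mice 1 and 2, and the sex-linked list are not drawn. The proximal tubule list lies at 20.9 and 52.9 TPM and the leukocyte list at 0.0162 and 0.0131 TPM in mice 1 and 2.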

YFP+/renin‐expressing cells were then isolated by FACS and processed for RNA‐seq to measure the expression of cell cycle‐associated genes such as Ki67. Expression of Ki67 in both recruited and untreated YFP + cells was exceedingly low (<5 transcripts per million). Furthermore, data on cell types known to have a high proliferative capacity were extracted from the ENCODE database and used to compare to the expression levels in our cells (Figure 7B). 

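Mki67, which encodes the proliferation antigen Ki67 (chromosome 7 of GRCm38, 135689784 to 135716361), was at 4.42 TPM in the authors' deposited mean and 3.33 ± 4.67 TPM (SD, n = 2 mice). The level came from mouse 2: it was 0.0232 TPM in mouse 1 and 6.63 TPM in mouse 2, and the technical replicates of mouse 2 were at 1.11 and 12.2 TPM. In the library outside the deposited mean it was 0.0365 TPM. Without technical replicate 2 of mouse 2 the mean was 0.566 TPM, and without technical replicate 1 of that mouse 6.09 TPM. Rescaled without the 20 highest genes it was 5.65 TPM, but that step raises every remaining gene of a library by the same factor. Most other genes of cell division fell under 1 TPM in at least 1 library, as most genes of the table did. Of 97 genes of the S phase and G2/M lists together, 10 were at 1 TPM or more in every library, 26 in exactly 1 library and 32 in none, and 57 lay under 5 TPM in both mice. Of all 32647 symbols, 19229 were above 0 TPM in any library and 3179 were at 1 TPM or more in every library. A small count is thus not particular to genes of cell division. The 5 S phase genes in every library were Tyms, Dtl, Rfc2, Slbp and Mrpl36, and the 5 G2/M genes were Tmpo, Smc4, Tubb4b, Hn1 and Ctcf. By the mean of the mice, the most abundant G2/M genes were the tubulin gene Tubb4b at 112 ± 12.9 TPM, the centromere histone gene Cenpa at 97.5 ± 121 TPM, Hn1 at 42.3 ± 31.1 TPM and Cks2, a partner of cyclin-dependent kinases, at 32.8 ± 25.9 TPM (SD, n = 2). Cenpa spanned 0.530 to 264 TPM over the libraries and was at 57.2 TPM without technical replicate 2 of mouse 1, and Hn1 was at 20.2 and 64.5 TPM without technical replicates 2 and 1 of mouse 2. The most abundant S phase genes were Mrpl36 at 93.3 ± 32.7 TPM (48.9 in the deposited mean), Rfc2, a subunit of the clamp loader, at 58.7 ± 68.2 TPM (24.4 in the deposited mean), Tyms, which makes thymidylate, at 35.8 ± 7.76 TPM (SD, n = 2), and Pcna. Without technical replicate 1 of mouse 1, Mrpl36 was at 38.2 and Rfc2 at 31.4 TPM, Mrpl36 was at 148 TPM without technical replicate 2 of that mouse, and Tyms was at 23.4 TPM without technical replicate 2 of mouse 2. Pcna, the sliding clamp of DNA replication, was at 40.3 TPM in the deposited mean and 33.2 ± 16.6 TPM (SD, n = 2), with 12.1, 77.8, 42.9 and 0.0751 TPM in the 4 libraries and 16.8 TPM without technical replicate 2 of mouse 1. The median of the 50 G2/M genes above 0 TPM in any library lay at percentile 33.3 (64.9 in mouse 1 and 16.4 in mouse 2), and that of the 39 such S phase genes at 83.2 (75.7 and 70.6). These positions depend on the background and on the members kept. Against genes at 1 TPM or more in any library, with only the 34 G2/M and 31 S phase members among them, they were 62.1 and 22.7, in the opposite order. Against all genes of the table, with every member kept, they were 99.6 for G2/M and 99.97 for S phase. With mouse 2 left out, 12 S phase and 11 G2/M genes were at 1 TPM or more in both libraries, and 11 G2/M genes with mouse 1 left out. The levels of untreated cells are not analysed here.

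**Figure D2:**
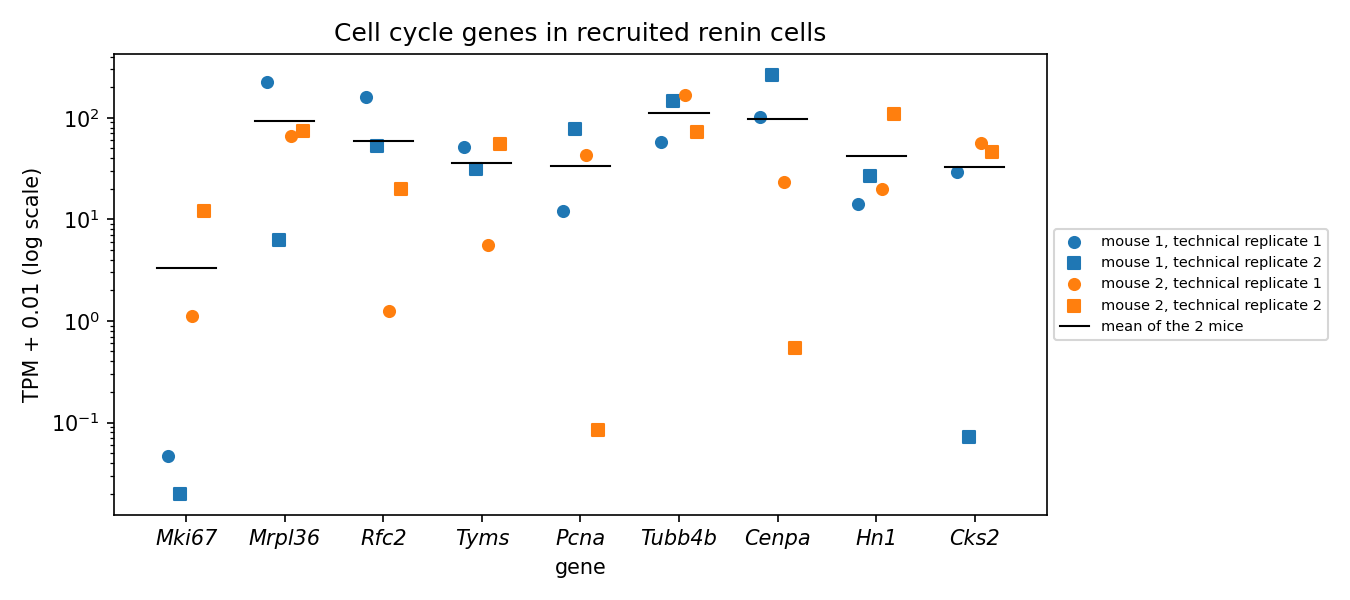
TPM plus 0.01, on a log axis, of Mki67 and the 4 most abundant genes of the S phase and of the G2/M list in each of the 4 libraries, with a line at the mean of the 2 mice. Mki67 spans 0.00994 to 12.2 TPM and Pcna 0.0751 to 77.8 TPM over the libraries.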

Expression of Ki67 was about fivefold higher in the HeLa and MCF‐7 breast cancer tumoural lines than in the recruited renin cells. Additionally, BTG2, a known tumour suppressor,^17^, ^18^ was highly enriched in the recruited cells but sharply diminished in the proliferative cell lines indicating the anti‐mitotic state of these cells.

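Btg2, an antiproliferative gene (chromosome 1 of GRCm38, 134075170 to 134079120), was at 97.2 TPM in the authors' deposited mean and 121 ± 73.9 TPM (SD, n = 2 mice), with 173 TPM in mouse 1 and 68.3 TPM in mouse 2. It was at 190 TPM in the library outside the deposited mean, and its level exceeded that of 96.2% of genes above 0 TPM in any library. Of 16 other antiproliferative genes, none was above Btg2, and 5 were at 1 TPM or more in every library: Btg1, Tob1 and Tob2 of the same family, and the inhibitors of cyclin-dependent kinases Cdkn1a and Cdkn1b. Btg1 was at 35.0 ± 8.29 TPM, Tob1 at 18.5 ± 7.72 TPM and Cdkn1a at 22.1 ± 15.0 TPM (SD, n = 2), or 10.7 TPM in the deposited mean. Cdkn1a was at 10.2 and 34.0 TPM without technical replicates 1 and 2 of mouse 1. Cdkn2d at 28.2 ± 36.7 TPM and Btg3 at 26.3 ± 5.50 TPM (SD, n = 2) were under 0.1 TPM in technical replicate 2 of both mice, and were at 1.53 and 15.0 TPM in the deposited mean. The median of the 16 antiproliferative genes was 6.46 TPM in mouse 1 (6.53 and 1.43 TPM in its libraries) and 1.90 TPM in mouse 2 (1.34 and 0.271 TPM). Without the 2 genes at 0 TPM in every library, the medians of 7.31 and 4.83 TPM lay at percentiles 97.6 and 95.8 in mice 1 and 2, and that of the deposited mean at 94.5. With mouse 2 left out, 8 of its genes were at 1 TPM or more in both libraries. Btg1 and Btg2 themselves belong to published lists of genes that respond to tissue dissociation. Both were left out of the dissociation list used here, so that Btg2 could be set beside the others, while Btg1 stayed in the antiproliferative list. Genes of the dissociation list were present in the same libraries. Of 40 such genes, 33 were at 1 TPM or more in every library, their median was 70.0 TPM in mouse 1 (90.0 and 72.0 TPM in its libraries) and 35.8 TPM in mouse 2 (33.7 and 24.8 TPM), and 12 were above Btg2 (13 by the deposited mean). The heat shock genes Hspb1 and Hspa8 were at 1044 ± 1148 and 655 ± 126 TPM, and the immediate early gene Fos at 755 ± 340 TPM (SD, n = 2). HeLa and MCF-7 cells are not analysed here. From the level of BTG2 in the recruited cells and in the proliferative lines, the paper concludes that the recruited cells are in an anti-mitotic state.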

**FIGURE 7:**
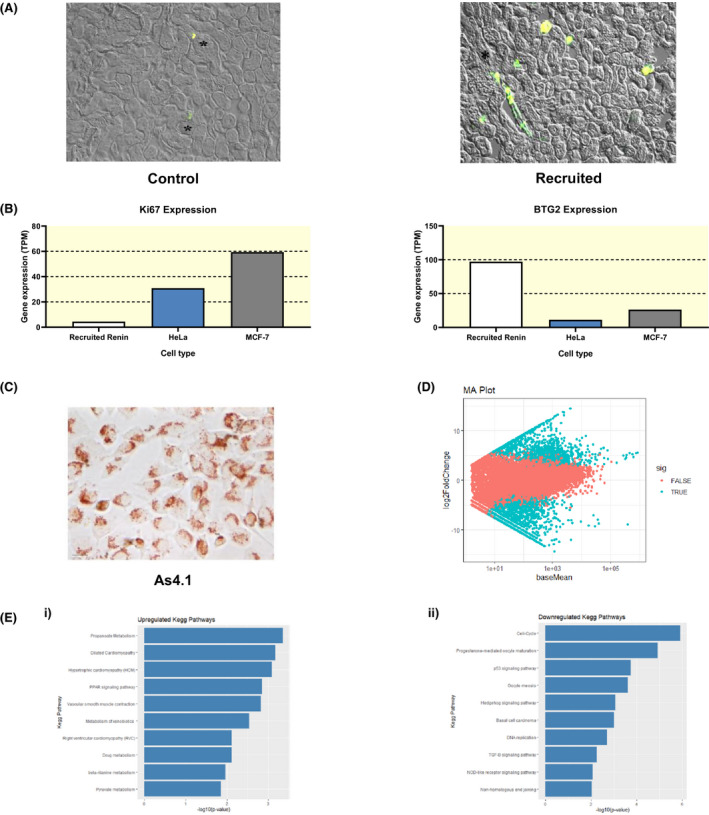
Transcriptome analysis of isolated cells; expression of proliferation‐associated genes does not increase during physiological threats: (A) Frozen tissue sections of mice bearing a transgenic YFP which labels renin cells and reports the activity of the renin promoter. Conditions observed were basal physiological conditions and after subjection to homeostatic threats. A clear expansion of the number of YFP + renin cells is seen under stress B, Transcriptome profiling of renin compared to cell lines known to have a high degree of proliferation. (i) Expression of Ki67 proliferation marker. (ii) Expression of BTG2/Anti‐Proliferation Factor 2. C, Tumoural cell line As4.1s, which constitutively express renin, stained with neutral red. Adapted from reference 16. D, Using the R package DeSeq2, 2830 genes were identified as differentially expressed between these two cell types. The manta‐ray (MA) plot depicts the expression level and significance of the genes used. E, (i) Depiction of up/downregulated pathways in recruited renin cells when compared to the renin‐expressing, cancerous As4.1 cell line. (ii) The most downregulated pathway in this comparison is the cell cycle

Our initial analyses focused on cell cycle genes such as tumour suppressors but, to expand our study and increase its value, we decided to perform a whole transcriptome evaluation to determine differentially regulated pathways. For this analysis, we used RNA‐seq data from As4.1 cells,^16^ a tumoural cell line which expresses renin and may serve as a better basis for comparison when looking at changes occurring at the level of the transcriptome (Figure 7C). We used the DeSeq2 package to find differentially regulated genes between the recruited renin cells and the As4.1 cells, which were then examined to determine up/downregulated pathways using the DAVID‐KEGG Annotation. About 2830 genes were found to be differentially regulated (Figure 7D), but the most downregulated pathway in the recruited renin cells relative to the As4.1s was the cell cycle, confirming our previous data (Figure 7Eii). 

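In the recruited cells, 34 of 122 genes of the cell cycle pathway were at 1 TPM or more in every library, 95 in at least 1 library, and 55 lay under 5 TPM in both mice. The most abundant by the mean of the mice were Gadd45g, a stress-induced growth arrest gene, at 364 ± 111 TPM, and 3 genes of ubiquitin ligases, Anapc13 at 307 ± 139 TPM, Skp1a at 265 ± 216 TPM and Rbx1 at 227 ± 6.19 TPM (SD, n = 2 mice). Next was Pttg1, the securin gene of mitosis, at 227 ± 283 TPM (SD, n = 2), which is named after its values were seen. In the deposited mean the order was Skp1a at 308, Pttg1 at 299, Anapc13 at 287, Gadd45g at 249 and Rbx1 at 205 TPM. Gadd45g was at 231 TPM without technical replicate 1 of mouse 1. Rbx1 was at 192 and 262 TPM without technical replicates 1 and 2 of that mouse, a wider range than its SD over mice shows. The list also holds inhibitors of the cycle: 11 of its genes are in the antiproliferative list. Its median was 3.27 TPM in mouse 1 (2.91 and 1.06 TPM in its libraries) and 1.74 TPM in mouse 2 (1.46 and 0.281 TPM). Without the 7 genes at 0 TPM in every library, the medians of 4.79 and 2.17 TPM lay at percentiles 100 and 99.9. The list mixes genes of dividing cells with genes every cell uses, and 3 of its genes are also in the dissociation list. A high percentile is not particular to it: over the mice, smooth muscle contraction and xenobiotic metabolism lay at 100 too. The S phase and G2/M lists lay lower, at 83.2 and 33.3. Of 35 genes of DNA replication, 6 were at 1 TPM or more in every library and 10 in exactly 1. Rpa3, a subunit of the protein that binds single-stranded DNA, was at 80.2 ± 55.8 TPM, and Ssbp1, its mitochondrial counterpart, at 71.3 ± 2.38 TPM (SD, n = 2). Rfc2 and Pcna followed by the mean of the mice. Rpa3 was at 41.2 TPM without technical replicate 2 of mouse 2. Ssbp1 was at 49.8 and 92.9 TPM without technical replicates 1 and 2 of mouse 1, a wider range than its SD over mice shows. With mouse 2 left out, 52 cell cycle and 14 DNA replication genes were at 1 TPM or more in both libraries. As4.1 cells are not analysed here, so these are levels in the recruited cells alone and no difference from As4.1 cells was computed.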

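Of 72 genes of PPAR signalling, 20 were at 1 TPM or more in every library of recruited cells. Among the most abundant were Dbi, which binds acyl-CoA, at 2969 ± 615 TPM, the fatty acid binding protein gene Fabp3 at 478 ± 320 TPM and Scp2 at 290 ± 216 TPM (SD, n = 2 mice). Of 64 genes of xenobiotic metabolism, 17 were at 1 TPM or more in every library. Akr1b7 was the most abundant of them, and the glutathione transferases Gstp1 and Gstm1 were at 716 ± 305 and 282 ± 42.2 TPM and the reductase Akr1c21 at 305 ± 53.0 TPM (SD, n = 2), or 182 TPM without technical replicate 2 of mouse 2. Of 62 genes of propanoate, beta-alanine and pyruvate metabolism, 36 were at 1 TPM or more in every library, led by the dehydrogenase genes Ldhb at 777 ± 579 TPM and Mdh1 at 720 ± 225 TPM (SD, n = 2), the latter at 452 TPM in the deposited mean and 398 TPM without technical replicate 1 of mouse 1. Medians in mice 1 and 2 were 2.31 and 1.91 TPM for PPAR signalling, 2.47 and 2.98 TPM for xenobiotic metabolism, and 12.2 and 16.3 TPM for the propanoate, beta-alanine and pyruvate list. The medians of single libraries were lower for PPAR signalling, at 1.45 and 0.930 TPM in mouse 1 and 1.17 and 0.419 TPM in mouse 2, and for xenobiotic metabolism, at 1.08 and 0.410 TPM in mouse 1 and 0.658 and 0.526 TPM in mouse 2. For the propanoate, beta-alanine and pyruvate list they were 10.2 and 10.1 TPM in mouse 1 and 18.2 and 19.2 TPM in mouse 2. Smooth muscle contraction genes had medians of 15.8 and 8.65 TPM in mice 1 and 2, with 11.5 and 10.3 TPM in the libraries of mouse 1 and 10.6 and 4.57 TPM in those of mouse 2. Markers of the proximal tubule were present in the same libraries, with Miox at 608 ± 195 TPM (SD, n = 2), and 1 gene is in both the proximal tubule and the xenobiotic lists. No difference from As4.1 cells was computed.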

Upregulated pathways, by comparison, include pathways known to play an important role in renin cells such as the PPAR signalling pathway, metabolism of xenobiotics involving genes such as AKR1B7 etc (Figure 7Ei). Therefore, our results mirror both our findings regarding proliferation as well as previous literature involving renin cells. These results improve upon and support our initial findings of proliferation playing an inconsequential role in the increase in renin cell number seen during recruitment.

## 3 DISCUSSION

The question of renin cell proliferation in response to homeostatic threat has been subject to contradictory findings in the field of renin research. This work finds very little to no contribution of proliferation to the increase in renin cell number seen during stress. To our knowledge, ours is the first work to systematically assess proliferation using various assays including various proliferation markers co‐stained with renin, DNA synthesis assays, mitotic figure observation and transcriptomic profiling. We used different strains of mice alongside both acute and chronic models of homeostatic threat and failed to detect a significant degree of proliferation in any of these models. Because none of these methods or models support proliferation having anything beyond a minute effect on the increase in renin cell number, we conclude that the increase in renin cell number is likely due to phenotypic switching of neighbouring, vascular smooth muscle, mesangial and interstitial cells to adopt a renin‐expressing cell identity. Furthermore, we also treated mice with a diet high in salt and saline in the drinking water, conditions known to stimulate an increase in proliferation throughout the kidney as the bioenergetic burden on tubules is increased.^19^ As expected, we observed a large increase in the proliferation of the tubular compartment and interstitial cells, yet renin cell proliferation remained low in response to a broad range of physiological challenges indicating that other mechanisms may be responsible for the increase in renin cells in response to stress. Considering that a single mouse kidney section contains between 50,000 and 100,000 cells, the exceedingly low proportion of renin cells undergoing proliferation serves to highlight that mechanisms other than proliferation govern the recruitment process.^20^ In addition, the high expression of BTG2, the downregulation of cell cycle pathways and the exceedingly rare occurrence of reninomas suggest that the mitotic programme of these cells is highly repressed. The reasons for this repression are unclear but one may speculate that a cell critical for maintaining homeostasis and survival would be under constant and precise regulation to prevent their tumourigenesis. Although the historical difficulties in isolating renin cells (low cell number, etc) have limited studies of the cell cycle and its components in the renin cell, emerging technologies and techniques may help overcome such limitations.

During early embryonic life, renin expression is widespread throughout the kidney and in the vasculature in particular where it is thought to aid in the formation of vessels. However, as ontogeny proceeds, expression of renin gradually recedes until it is spatially restricted to the juxtaglomerular area. However, when blood pressure falls or during dehydration, renin is expressed by cells in the vasculature in a pattern mimicking the foetal pattern.^21^ It can be assumed that numerous cells re‐developing renin expression is an evolutionarily advantageous trait as it allows a rapid response to loss of homeostasis. Considering that the RAS plays a crucial role in survival by ensuring constant perfusion and oxygen delivery to critical organs, the ability to rapidly address loss of homeostasis would dramatically increase the chances of survival. This line of thought is supported by the fact that the RAS and the ability of renin cells to be recruited are conserved across various species ranging from fish to mammals.^22^ Increasing the number of cells engaging in the production of renin exponentially increases the quantity of renin released allowing acute physiological threats to be dealt with in a timely manner ensuring survival.

From an evolutionary standpoint, one may speculate that proliferation of renin cells, on the other hand, is a costly and ineffective strategy to cope with homeostatic threats. After threats have been addressed, renin expression must quickly fall to avoid adverse cardiovascular events and/or due to excessively high blood pressure. If proliferation and migration of JG cells truly occurred, those cells would have to undergo rapid apoptosis and be phagocytosed by nearby cells to maintain the structural integrity of the kidney. These events have not been observed. From a bio‐energetic standpoint, this process is unlikely as it requires large amounts of energy and resources to synthesize the new cells to be ultimately destroyed. Furthermore, the temporal requirements for proliferation are inappropriate to serve as a mechanism for addressing acute homeostatic threats. The shortest time required for mammalian cells to undergo cell division is estimated to be between 24 and 48 hours.^23^ Acute threats, such as dehydration, can be lethal within a much shorter time frame making proliferation an ineffective mechanism for coping with such threats. These arguments, in addition to all the supporting evidence demonstrating a lack of proliferation, strongly refute proliferation as a mechanism to restore homeostasis neither for acute or chronic threats.

Having established that proliferation is a minimal contributor to the recruitment process, future studies should focus on elucidating the molecular mechanisms governing the ability of cells in the vasculature to adopt the renin cell identity. Our group has previously demonstrated, using ATAC and ChIP‐seq, that native JG cells as well as recruited renin cells have activating marks at various loci which regulate the expression of core genes of the renin cell identity.^16^ Additionally, we have also found a set of transcription factors that are expressed in recruited renin cells and it is likely that these are involved in changing the epigenetic landscape and activating the necessary genes for recruitment. It remains to be determined what is the native state of the recruited cells before recruitment and while they are still smooth muscle, mesangial and pericyte in nature. Whether they are prepared to adopt the renin cell identity by having poised epigenetic marks at particular loci or if they must undergo a complete remodelling of their epigenetic landscape remains unknown but represents an exciting avenue for future research.

In summary, we used multiple methods in an attempt to detect proliferation of renin cells during homeostatic threats and found that the cells do not undergo significant proliferation to produce the dramatic expansion of renin cells seen during stress. Thus, based on available experimental data, we must conclude that phenotypic switching of renin lineage cells into renin cells is the main contributor to elevating renin levels to cope with physiological threats.

## 4 MATERIALS AND METHODS

### 4.1 Animals

To study proliferation of renin cells, we studied mice with manipulations known to affect renin expression. Mice aged 2‐3 months were studied and included wild‐type C57BL6 mice (Jackson Laboratories) and several genetically modified mouse strains, including mice with deletion of aldosterone synthase (AS), which display a prominent increase in the number of renin cells along the arterioles,^24^ mice with deletion of the angiotensinogen gene, which show a dramatic expansion of renin cells in vessels and pericytes,^13^, ^25^ and mice with expression of YFP driven by the Ren1c promoter (*Ren1c‐YFP* mice), which reports activity of the renin promoter.^26^ A minimum of five animals per group were examined with a mixture of males and females. Physiological challenge to induce increased renin expression was performed using a 7‐day treatment with low sodium diet (0.1%, 7034, ENVIGO) plus captopril added to the drinking water (0.5 g/L) (20). We also challenged a group of mice with a diet high in sodium (3.2% Na, TD.92012) and saline drinking water. Mice were anaesthetized intra‐peritoneally with tribromoethanol (300 mg/kg) prior to harvest and terminated by cervical dislocation subsequent to tissue harvesting. All animals were handled in accordance with the National Institutes of Health guidelines for the care and use of experimental animals, and the study was approved by the Institutional Animal Care and Use Committee of the University of Virginia.

### 4.2 Blood collection

After anaesthetizing, a 23‐gauge needle was inserted into the cardiac stalk and used to draw blood which was collected into BD microtainer tubes containing EDTA (BD 365974‐1). Blood was then centrifuged at 1000 g for 10 minutes to separate blood components.

### 4.3 Urine collection

Mice were scruffed and gentle, manual pressure was applied to the transabdominal area to elicit urination. The urine was collected into 1 mL Eppendorf tubes and submitted to testing for sodium content.

### 4.4 Immunohistochemistry for renin

Subsequent to treatment, kidneys were harvested and fixed in Bouin's solution and prepared for immunostaining, as previously described.^27^ Kidney sections were deparaffinized, hydrated and blocked in 3% BSA and normal goat serum before exposure to our antibody against renin [rabbit polyclonal 1:500 dilution].^4^ Visualization was performed using the appropriate Vectastain Elite ABC kit (Vector Laboratories), and sections were counterstained with haematoxylin. Kidney sections were mounted and examined under a microscope (Leica DFC 480) and imaged with a digital camera (Leica DFC310 FX).

### 4.5 Periodic acid‐Schiff's staining

Bouin's fixed kidney sections were deparaffinized and hydrated before immersion in 0.5% periodic acid solution (Sigma # P‐7875) for 10 minutes. Sections were washed three times with ddH2O following oxidation and subsequently immersed in Schiff's reagent (Sigma # S‐5133) for 20 minutes. Sections were then washed to remove excess Schiff's reagent and nuclei were counterstained with haematoxylin for 2 minutes followed by running tap water. Sections were then incubated in lithium carbonate to enhance staining contrast for 5 seconds followed by washing. Finally, sections were dehydrated and mounted before imaging.

### 4.6 DNA synthesis studies

To detect actively dividing cells which were replicating their DNA, 5‐Bromo‐2‐deoxyuridine (BrdU) was dissolved in PBS at 10 mg/mL and injected into mice intra‐peritoneally. To detect both rapidly dividing cells and their slower counterparts, injections were performed twice; 2 hours prior to harvest for the former and 24 hours prior to harvest for the latter.

### 4.7 Double Immunostaining for Renin and BrdU

Kidneys and small intestines (used as a positive control to confirm BrdU incorporation) were fixed in formalin, embedded and sectioned. Staining was performed using diaminobenzidine for BrdU and VIP‐purple for renin as described previously in^27^ and using the anti‐renin [rabbit polyclonal 1:500 dilution]^4^ and the rat anti‐BrdU antibody (Abcam ab6326).

### 4.8 Morphometric measurements

The juxtaglomerular apparatus (JGA) index was calculated as the number of renin‐positive JGA/total number of glomeruli and expressed as a percentage. To determine the number of renin‐expressing cells per section, we counted the number of renin‐positive cells in each JGA plus the number of renin‐positive cells along the arterioles with visible glomeruli attached to them. To determine the number of proliferating cells in angiotensinogen KO tissues, we stained samples from ages E18 (n = 2), P5 (n = 2), P21 (n = 3), P45 (n = 4) and P70 (n = 4) with the periodic acid‐Schiff stain and counted proliferation events in afferent arterioles leading to glomeruli. We then divided this value by the total number of glomeruli and expressed the result as a percentage.

### 4.9 Immunofluorescence for proliferation markers

To detect proliferating renin cells in formalin‐fixed tissue sections, we used co‐immunofluorescence with an anti‐rat renin antibody 1:200^28^ alongside proliferation marker antibodies against pH3 (Cell Signalling; #9701, 1:200), Ki67 (Novus NBP‐54791, 1:200) or PCNA (Cell Signalling; 13110S, 1:1000). Sections were deparaffinized and rehydrated using xylene and a succession of alcohols. Antigen retrieval was conducted by boiling for 10 minutes in 10 mmol/L sodium citrate and pH 6.0. Kidney sections were incubated overnight at 4°C with primary antibodies. Sections were then exposed to Alexa Fluor‐488 donkey anti‐rabbit and Alexa Fluor‐568 donkey anti‐goat (1:500 dilution) secondary antibodies and counterstained with Hoechst (Invitrogen). Kidney sections were mounted and examined under a microscope (Leica DFC 480) and imaged with a digital camera (Leica DFC360 FX). An average of two kidney sections separated by 70‐100 µmol/L was counted for proliferative events within the entire section for each biological replicate. Additionally, the number of co‐localizations of renin and proliferation markers was counted and used to compute the % of proliferating renin cells for each condition.

### 4.10 Plasma renin

Plasma renin concentration was determined using ELISA following the manufacturer's instructions (RayBiotech) as we previously described.^29^

### 4.11 Quantitative PCR

To measure mRNA for renin and GAPDH in RNA from isolated kidney cortices, we conducted quantitative PCR (qPCR), as described previously (20), by reverse transcribing mRNA isolated from cells and amplified using the following primers: GAPDH [5– AAC TTT GGCATT GTG GAA GGG CTC‐3=(forward) and 5– ACC AGT GGATGC AGG GAT GAT GTT–3=(reverse)], and Renin [5– ACA GTA TCC CAA CAG GAG AGA ACA AG −3=(forward) and 5– GCA CCC AGG ACC CAG ACA −3=(reverse)].

### 4.12 Isolation of renin cells

*Ren1c‐YFP* mice at 2 months of age, alongside physiological untreated controls, were treated with a low sodium diet (0.1%, 7034, ENVIGO) plus captopril added to the drinking water (0.5 g/L) for 7 days. At the end of the treatment period, YFP + cells were isolated by FACS and cells were used to perform RNA‐seq.

### 4.13 RNA‐seq

For renin cells isolated from *Ren1c‐YFP* mice, the Clontech SMARTer‐Seq Lysis, RT and PCR solutions (Mountain View, CA; Catalog No. 634833) were used to generate bulk cDNA samples (~400 cells from the resuspended cells post‐FACS). The cDNA was diluted with Fluidigm dilution buffer the following day and stored at −20°C. The samples were quantified using a Qubit 3.0 Fluorometer (Thermo Fisher Scientific). Samples underwent next‐generation sequencing library preparation as described in the Fluidigm C1 manual using an Illumina Nextera XT library prep and index kits (Catalog Nos. FC‐131‐1096 and FC‐131‐1002). Briefly, cDNA samples were diluted, tagmented and indexed with unique barcodes for downstream analyses. After the addition of indices and amplification, samples were multiplexed and cleaned using AMPure beads. All samples were sequenced on a HiSeq2500/4000 platform.

We used FastQC to assess the quality of FASTQ file reads. Prior to alignment, we removed low quality reads and adapter sequences using Trimmomatic 0.36. We aligned FASTQ reads to the GRCm38/ENSEMBL mouse genome using Salmon 0.7.2 and transcript‐level estimates of expression were scaled up to gene‐level estimates using the *Tximport* 1.2.0 R package, with the ‘lengthScaledTPM’ argument for abundance estimation.

### 4.14 KEGG pathway analysis

The DeSeq2 package was used to identify differentially regulated genes between As4.1 cells and recruited renin cells. Those genes were subjected to Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis to identify biologically relevant pathways. The Database for Annotation, Visualization and Integrated Discovery (DAVID) was used to integrate and annotate functional genomic information.

### 4.15 Statistical analysis

qPCR experiments were performed in triplicate, and qPCR measurements were conducted three times per replicate. All results are presented as means* ±* SD. Statistical significance between two groups was determined by unpaired Student's *t*‐test. A *P* ≤ .05 was considered significant.

## CONFLICT OF INTEREST

None declared.

## Supporting information

Fig S1

Fig S2

Fig S3

## Data Availability

The data that support the findings of this study are openly available in NCBI’s GEO database. The recruited renin cell RNA‐seq data discussed in this publication have been deposited in the NCBI GEO and are accessible through GEO Series accession number GSE146386. Human cell line data were obtained through GEO Series accession numbers GSE90237 and GSE86661. As4.1 cell line data were obtained through GEO Series accession numbers GSE117725.

# Supplementary material for: Proliferation does not contribute to murine models of renin cell recruitment
**Source:** Acta Physiol (Oxf). 2020 Jul 18;230(3):e13532. doi: 10.1111/apha.13532

a)

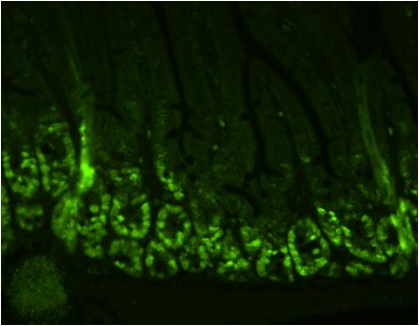

Ki67

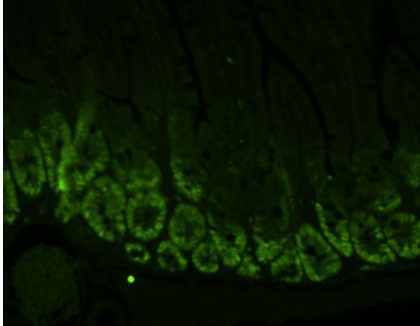

PCNA

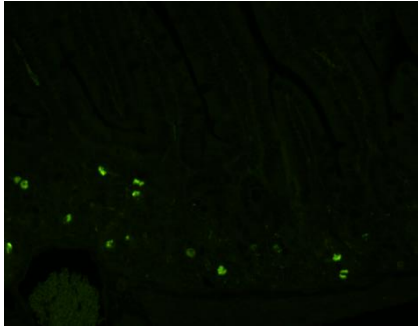

pH3

b)

Control-PCNA Proliferation

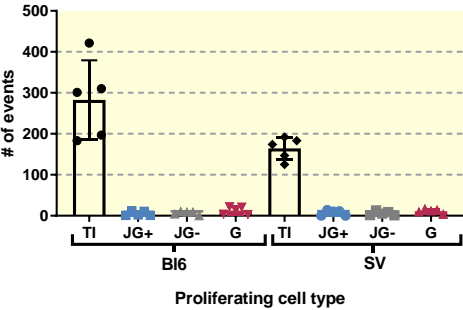

Captopril-PCNA Proliferation

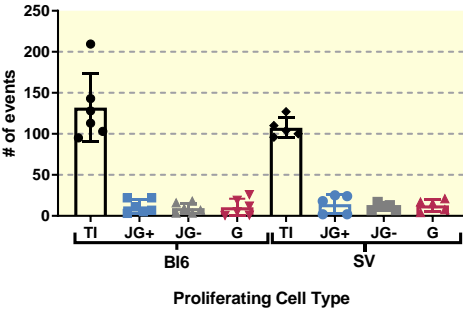

HighNA-PCNA Proliferation

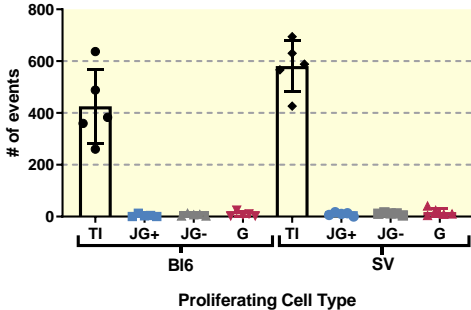

c)

Control-pH3 Proliferation

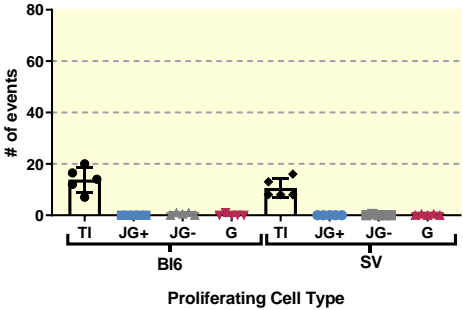

Captopril-pH3 Proliferation

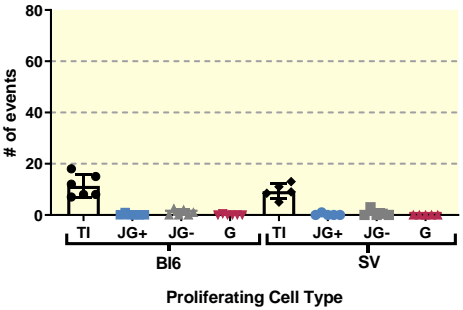

HighNA-pH3 Proliferation

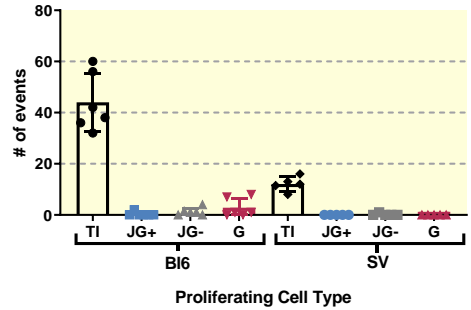

**Supplement:** Supplementary file 2 — Fig S2

How the deposited data were processed for this re-analysis (not part of the article)

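RNA from recruited renin cells of 2 mice, with 2 technical replicates per mouse, was measured by RNA-seq. The authors trimmed reads with Trimmomatic 0.36, quantified transcripts of GRCm38 with Salmon 0.7.2 and made gene values with Tximport 1.2.0 using its lengthScaledTPM setting. The Ensembl release is not given in the sources used here. The authors deposited TPM, which sum to the same total in each library, and estimated counts scaled from TPM by gene length and library size, which are not whole reads. The authors' deposited mean TPM equals the mean of 3 libraries in all rows (0 rows differ by more than 1e-06 TPM) and leaves out technical replicate 1 of mouse 1. DeSeq2 was used by the authors for the comparison with As4.1 cells, which is not analysed here.

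The levels were computed from the deposited TPM with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and drawn with matplotlib 3.10.9. A level is the mean of the 2 mice, each the mean of its technical replicates, with the SD over mice. Totals of estimated counts ranged from 19871382 to 47471036 per library. Because the cDNA was amplified from few cells without molecular identifiers, these totals do not give the number of molecules, and no counting interval is given. A gene of a list was counted as present at 1 TPM or more in every library. A list's position is the percentile of its median among 10000 random lists of its size, drawn from the 19229 genes above 0 TPM in at least 1 library. Members at 0 TPM in every library were left out of this median and size, except against all genes of the table, where they were kept. Against genes at 1 TPM or more in any library, and against protein-coding genes, members outside that background were left out too. Medians given without a percentile are over all members. Genes were called different between the mice where both technical replicates of one lay above both of the other and the means were at least 4-fold apart on TPM + 1. The same rule was applied to both crossed pairings of the libraries. No p-value was computed between groups, since there is 1 condition. Coordinates and gene classes come from GENCODE M21 on GRCm38, in which 31475 of the 32647 symbols (96.4%) were found.

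The 20 gene lists, the rule for named genes and the alternatives were fixed before the data were examined, apart from those said to be added. Named were the paper's genes, the 20 highest levels, the highest 4 members of each list with any member that a count of 5 or fewer is about, and the 5 largest differences each way between the mice. Some genes that this rule names are not reported here. Alternatives left out each mouse and each technical replicate, rescaled TPM without mitochondrial genes or without the 20 highest genes, and changed the minimum level, the background, the statistic, the fold and the pseudocount.

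The calculations were tested on simulated data. For mouse 2 against mouse 1, with 200 of 19229 genes changed 16-fold, 100% were recovered and 0 unchanged genes were called. This used a technical spread smaller than that between these libraries. For the percentile, 200 lists of 40 genes were drawn at each size of shift. At or above percentile 95 lay 4.5% of unshifted lists, 28.5% of lists shifted 2-fold, 72.5% at 4-fold, 94% at 8-fold and 99.5% at 16-fold. A criterion set first, that each of 40 lists shifted 8-fold lie above percentile 90, was not met: the lowest lay at 73.7, and 97.5% of the lists met it. That criterion was replaced by calibration and order after its result was seen, so a list near or below percentile 95 may still be shifted by several fold. The list of sex-linked genes was planned with Xist, which is not analysed here.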

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

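The test of the other G2/M genes, and its comparison with all genes, were chosen after the result was seen.

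The level of Mki67 in technical replicate 2 of mouse 2, 12.2 TPM, lay far from the other libraries, as did Gapdh at 1266 TPM and Agt at 1.71 TPM in that library. So did the S phase list in technical replicate 1 of mouse 1, with 0.0776% of all TPM, and in technical replicate 2 of mouse 2 the xenobiotic list with 0.603% and the proximal tubule list with 1.51%. In all, 26 quantities were examined over the 4 libraries and 6 stood apart. The rule used flags about 1 in 20 where values are independent and normally distributed. That is no chance rate for these values: at the level of Mki67, 25.9% of genes had 90% or more of their TPM in a single library. The libraries are technical replicates of 2 mice, so they are not independent samples.

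That library held 91.3% of the summed TPM of Mki67. Uneven capture of scarce transcripts is a candidate explanation: of 3671 genes with a mean level within 2-fold of that of Mki67, 25.9% had 90% or more of their TPM in a single library. On dividing cells in that library, 12.2% of the 49 other G2/M genes above 0 TPM had their highest level there (exact 95% interval 4.63% to 24.8%, below the 25% of equal libraries). In technical replicate 1 of mouse 1, 26 of them had it. The G2/M median was lowest in technical replicate 2 of mouse 2, at 0.0657 TPM against 1.07, 0.135 and 0.113 TPM over all 54 genes of the list. Measured against 25% alone, the rule of this test would have excluded dividing cells, but it cannot: the interval treats genes of 1 library as independent. That library also had the fewest genes at 1 TPM or more, 6405. Its medians were the lowest of the 4 libraries for the cell cycle, dissociation and renin cell lists too, and the highest for the proximal tubule list. Of all genes above 0 TPM, 19.2% had their highest level there, a reference added after that interval was seen, and the interval includes it. Dividing cells in that library are left open.

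Btg2 was high together with both lists tested, so the tests do not separate the explanations. A response to digestion and sorting would raise other dissociation genes, and the median of those above 0 TPM lay at percentile 100 in the lower mouse. An antiproliferative programme would raise other antiproliferative genes, and the median of those above 0 TPM lay at percentile 95.8 in the lower mouse. Over both mice it was 99.2, and 92.5 against genes at 1 TPM or more in any library, with only the 13 members among them. The antiproliferative list holds Btg1, which, like Btg2, also belongs to published dissociation lists. The lists of xenobiotic metabolism and smooth muscle contraction also lay at percentile 100 over the mice, so a high percentile is not specific to either explanation.

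For the levels of PPAR, xenobiotic and propanoate genes, RNA from proximal tubule cells is a candidate source: the median of the proximal tubule list was 20.9 TPM in the lower mouse, above the highest of the endothelial, podocyte, leukocyte and fibroblast lists (1.62 TPM in mouse 1 and 2.63 TPM in mouse 2, or 4.23 and 2.63 TPM without members at 0 TPM in every library). Kap and Miox were among its abundant genes, and sorting for fluorescence was meant to remove such cells. How much of the metabolic genes' level comes from such RNA was not measured, and no biological explanation was tested.

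Genes the paper does not discuss also gave signals. Gm15662, a gene symbol with an effective length of 12 bases, took 15.3% of all TPM in mouse 1. It held only 0.258% and 0.409% of estimated counts in that mouse's libraries, so the TPM share follows from the short length. In the libraries of mouse 2 it took 1.33% and 5.29% of TPM. Because TPM sum to the same total, Gm15662 by itself lowers the TPM of other genes more in mouse 1. Mitochondrial genes act the other way, with 10.4% and 9.26% of TPM in the libraries of mouse 1 and 25.9% and 14.9% in those of mouse 2. Kap was at 6188 TPM in mouse 2.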

How the results depend on the processing

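Scaling without genes of short effective length, the authors' 3 libraries, and leaving out technical replicates for list positions and for the difference between mice were added after the data were seen. Of 1055 alternative values, 815 moved by less than the SD over mice or, for counts, stayed within 1.5 times, and 240 moved further. Another 188, levels with a mouse left out, are not counted: with 2 mice they lie within the SD whatever the values. The cause was not tested, apart from fewer libraries or a stricter minimum, which change a count by construction. No paired analysis was possible because there is 1 condition. TPM were deposited, so TPM from annotated lengths was not run.

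Leaving out a mouse or a technical replicate gave 0.0232 to 6.63 TPM for Mki67, 68.3 to 173 TPM for Btg2, 18918 to 29156 TPM for Ren1 and 1144 to 1803 TPM for Akr1b7. Without the 20 highest genes, Btg2 was at 216 TPM, Akr1b7 at 2686 TPM and Mki67 at 5.65 TPM. This rescaling raises every remaining gene of a library by the same factor. The value of Mki67 is thus not on the scale of the paper's limit of 5 TPM.

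Genes present numbered 7 to 12 (S phase), 11 to 11 (G2/M), 38 to 52 (cell cycle), 5 to 8 (antiproliferative), 24 to 29 (PPAR), 24 to 24 (xenobiotic) and 8 to 14 (DNA replication) with a mouse left out. In any library they numbered 31 (S phase), 34 (G2/M), 95 (cell cycle), 13 (antiproliferative), 50 (PPAR), 41 (xenobiotic) and 28 (DNA replication). At a minimum of 5 TPM they numbered 2 (S phase), 3 (G2/M), 19 (cell cycle), 3 (antiproliferative), 10 (xenobiotic) and 2 (DNA replication), and at 0.5 TPM 8 (G2/M).

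With a mouse or technical replicate left out, percentiles were 70.6 to 89.1 (S phase), 13.8 to 64.9 (G2/M), 99.9 to 100 (cell cycle), 93.9 to 99.5 (antiproliferative), 98.0 to 99.98 (PPAR), 99.98 to 100 (xenobiotic), 94.2 to 99.99 (DNA replication) and 100 to 100 (dissociation). Against all genes of the table they were 99.97 (S phase), 99.6 (G2/M) and 100 (PPAR). Against genes at 1 TPM or more in any library, with only the members among them kept, they were 22.7 (S phase), 62.1 (G2/M), 97.2 (cell cycle), 92.5 (antiproliferative) and 98.6 (PPAR). Against protein-coding genes they were 68.6 (S phase), 16.2 (G2/M) and 97.8 (PPAR), by the mean of log2(TPM + 1) 70.5 (S phase), 45.0 (G2/M) and 94.2 (antiproliferative), and by the authors' mean 68.7 (S phase), 10.1 (G2/M) and 94.5 (antiproliferative).

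Genes that differ between the mice numbered 2120, and 3883 at 2-fold, 3655 with a pseudocount of 0.1, 856 with a pseudocount of 5 and 3146 to 3778 with a technical replicate left out.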

Differences from the paper's values

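The paper's values are about 4 TPM for Ki67 and about 97 TPM for BTG2 in Fig. 7B, read by eye. The authors' deposited means, which leave out technical replicate 1 of mouse 1, were close to these at 4.42 and 97.2 TPM. The means of the 2 mice over all 4 libraries, 3.33 and 121 TPM, lay within 1.5 times of the paper's values. Some settings fixed before the data were examined did not. Mki67 was at 6.63 and 0.0232 TPM without mouse 1 and mouse 2, and at 6.09 and 0.566 TPM without technical replicates 1 and 2 of mouse 2. Btg2 was at 173 TPM without mouse 2. Rescaled without the 20 highest genes, Btg2 was at 216 TPM, but every remaining gene of a library rises by the same factor there. That value is thus a change of scale. The paper states that Ki67 lay under 5 TPM in recruited cells. The mean of the mice was 3.33 TPM and the deposited mean 4.42 TPM, both under it, while mouse 2 was at 6.63 TPM and its technical replicate 2 at 12.2 TPM.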

Other observations

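By the rule of size, 793 genes were higher in mouse 2 and 1327 in mouse 1, 2120 in all, against 1759 and 1697 genes in the crossed pairings of the libraries. The largest differences were in Kap, Rpl27-ps3, Gm21088, Cxcl10 and Gm28330, higher in mouse 2, and in Rps19bp1, Pgp, Gm11474, Rab2b and Creld1, higher in mouse 1. Some rest mostly on 1 library: in mouse 1, Gm11474 was at 0.399 and 211 TPM, Rab2b at 218 and 1.82 TPM and Pgp at 229 and 28.8 TPM. Rps19bp1 at 120 and 148 TPM and Creld1 at 97.2 and 139 TPM were closer there. In mouse 2, Gm21088 was at 325 and 37.4 TPM and Kap at 1236 and 11140 TPM. Of 19 genes of the loop of Henle, distal tubule and collecting duct, 9 were higher in mouse 2 and 0 in mouse 1. Of 22 proximal tubule genes, 3 were higher in mouse 2 and 1 in mouse 1, with a median log2 difference of 0.51 (mouse 2 minus mouse 1). Of 40 dissociation genes, 0 were higher in mouse 2 and 8 in mouse 1. Summed Y-linked genes were at 7.78 and 6.16 TPM in the technical replicates of mouse 1 and at 35.1 and 112 TPM in those of mouse 2, the last mostly from Eif2s3y (0.476 and 103 TPM in mouse 2). A planned comparison with Xist was not run.

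Cyp11b2, which encodes aldosterone synthase, was listed at 0 in the 4 libraries. The symbol of highest level was Gm29216, annotated as an unprocessed pseudogene on chromosome 1 of GRCm38 from 24615706 to 24616197, at 104916 ± 20019 TPM (SD, n = 2 mice). Whether its reads came from that locus was not tested, so this value does not show that the pseudogene is transcribed.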
